# A New Mouse Model for Mania Shares Genetic Correlates with Human Bipolar Disorder

**DOI:** 10.1371/journal.pone.0038128

**Published:** 2012-06-04

**Authors:** Michael C. Saul, Griffin M. Gessay, Stephen C. Gammie

## Abstract

Bipolar disorder (BPD) is a debilitating heritable psychiatric disorder. Contemporary rodent models for the manic pole of BPD have primarily utilized either single locus transgenics or treatment with psychostimulants. Our lab recently characterized a mouse strain termed Madison (MSN) that naturally displays a manic phenotype, exhibiting elevated locomotor activity, increased sexual behavior, and higher forced swimming relative to control strains. Lithium chloride and olanzapine treatments attenuate this phenotype. In this study, we replicated our locomotor activity experiment, showing that MSN mice display generationally-stable mania relative to their outbred ancestral strain, hsd:ICR (ICR). We then performed a gene expression microarray experiment to compare hippocampus of MSN and ICR mice. We found dysregulation of multiple transcripts whose human orthologs are associated with BPD and other psychiatric disorders including schizophrenia and ADHD, including: Epor, Smarca4, Cmklr1, Cat, Tac1, Npsr1, Fhit, and P2rx7. RT-qPCR confirmed dysregulation for all of seven transcripts tested. Using a novel genome enrichment algorithm, we found enrichment in genome regions homologous to human loci implicated in BPD in replicated linkage studies including homologs of human cytobands 1p36, 3p14, 3q29, 6p21–22, 12q24, 16q24, and 17q25. Using a functional network analysis, we found dysregulation of a gene system related to chromatin packaging, a result convergent with recent human findings on BPD. Our findings suggest that MSN mice represent a polygenic model for the manic pole of BPD showing much of the genetic systems complexity of the corresponding human disorder. Further, the high degree of convergence between our findings and the human literature on BPD brings up novel questions about evolution by analogy in mammalian genomes.

## Introduction

Bipolar disorder (BPD) is a psychiatric disorder characterized by episodic mania and depression [1]. It is a common mental health problem, with an estimated lifetime prevalence of approximately 1–5% [2], [3]. A meta-analysis of family, twin, and adoption studies found that relatives of BPD patients have a 10-fold higher risk of the disorder than those without relatives with BPD [4], demonstrating that BPD has a strong heritable constituent. Though ongoing efforts to elucidate the genetic basis of BPD using varied approaches have yielded promising results, a convincing molecular etiology of BPD remains elusive [5]. There are at least a few good reasons for this difficulty in finding a genetic basis for BPD. First, BPD is a complex disorder at the molecular level, involving perturbations of not just single genes, but of systems of genes [6]. Second, it may be more proper to speak of bipolar disorders in the plural; the pathology may have multiple heterogeneous molecular bases [6], [7], a hypothesis consistent with the multiple heterogeneous findings in different genome-wide studies of BPD [8]. Third, deriving mechanistic explanations of human psychiatric disorders using classical genetics presents difficulties due to practical constraints on experimental power and the possibility of epigenetic components of these disorders [5], [9]–[11].

Because a convincing BPD molecular etiology poses significant technical and theoretical challenges to human geneticists, animal models for BPD have a strong potential to extend understanding of this disorder. The main animal modeling approach to date has been the use of separate rodent models for mania and depression [12]. Models for the manic pole of BPD have primarily utilized treatment with psychostimulants [13], [14] or single locus transgenic approaches like dopamine transporter knockouts [15], [16] and various molecular clock gene knockouts [17], [18], though the Black Swiss strain has recently been proposed as a tentative naturally-occurring mania model [19], [20]. Importantly, there exists at least one strain of rodent, the Flinders Sensitive Line (FSL) of rat, which shows a well-validated depressed phenotype relative to control strains [21]. This strain of rat has been used in multiple studies to examine several molecular aspects of depression [22]–[24], and it has been useful in conceptualizing depression as a disorder with a complex molecular etiology [12], [25].

Our lab recently characterized a tentative model for the manic pole of BPD [26]. This model, an inbred mouse strain termed Madison (MSN), displays a naturally manic phenotype. Relative to control strains, MSN mice show increased locomotor activity, increased forced swimming, decreased sleeping, and increased sexual activity. Further, treatments with both lithium chloride and olanzapine moderate the MSN manic phenotype, a necessary condition for a predictively valid model for the manic pole of BPD [27].

Our initial behavioral and pharmacological characterization of the MSN strain showed promise, but without molecular correlates, the model lacked construct validity. Consequently, we performed a gene expression microarray study with RT-qPCR confirmation to extend the phenotype of the MSN mouse relative to their ancestral outbred hsd:ICR (ICR) strain. When choosing which brain region to interrogate, we decided to look at gene expression in hippocampus. In humans, hippocampus shows microstructural and functional differences in BPD patients as assayed by MRI [28], [29]. Further, post-mortem analyses of hippocampal tissue from BPD patients show multiple histological and gene expression differences relative to hippocampus from psychiatrically normal controls [29]–[32]. Prior to the microarray experiment, we decided to replicate the most robust measure from our previous behavioral work, total locomotor activity, to confirm that MSN mice stably display a manic phenotype.

## Results

### Total Locomotor Activity

Locomotor activity defined by total distance traveled (Fig. 1.A) was significantly higher in MSN mice than in ICR mice (P-value = 7×10^−7^, Monte Carlo permutation test, n_MSN_ = n_ICR_ = 19, Z = −4.24, B = 1×10^7^). The probability density distribution for total distance travelled for MSN mice was bimodal whereas the probability density distribution for ICR mice was unimodal (Fig. 1.B). Since the MSN strain is almost completely inbred, we do not believe this bimodality is evidence of two separate populations within the MSN strain.

**Figure 1:**
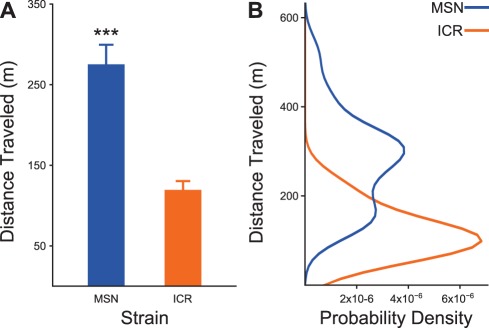
Confirmation of the MSN manic phenotype using an experimental replication of the most robust behavioral measure from previous research on this mouse strain, total locomotor activity. A) MSN mice display stable heightened locomotor activity relative the outbred strain. ***P<0.001. B) The probability density for MSN mouse total locomotor activity is bimodal, while the probability density for the control strain is unimodal. This leads us to the hypothesis that MSN mice may display behavioral bipolarism, a hypothesis that will be examined in future work.

### Single Gene Microarray Results

The hundred best annotated genes with the most significant P-values along with a heatmap showing expression in each of the tested samples are listed in Fig. 2. 

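Hippocampal RNA from 6 MSN and 6 ICR mice, adult males of about 10 weeks, was hybridized to 12 arrays. MSN is the inbred strain with the manic phenotype, and ICR is the outbred stock it was derived from. Between the strains, 182 transcript clusters differed at an adjusted p under 0.05, of which 71 were higher in MSN mice and 111 were lower. Most changes were small, with a median absolute log2 fold change of 0.31, and 5 clusters changed 2-fold or more. The called clusters with a single gene stood for 160 genes, with 65 genes higher and 96 lower, since Ltn1, a ubiquitin ligase of ribosome quality control with many clusters, had called clusters in both directions. In 132 of the 182 clusters no MSN value overlapped an ICR value. Of all tested clusters 336 separated the strains in this way, 1.44% against the 0.216% that chance gives. Without adjustment, 1065 clusters had a P-value of 0.01 or less, the threshold of the genome enrichment analysis, with 427 higher and 638 lower. At an adjusted p of 0.25 or less, the threshold of the network analysis, there were 1298.
A transcript cluster of the Mouse Gene 1.0 ST array is a set of probes along 1 transcript. The authors computed its intensity with PLIER after GC-bin background correction, and the deposited values are on a linear scale. The median intensity of an array ranged from 373 to 389, and 0.320% to 0.478% of an array's clusters lay below 16. For the values given here 16 was added, log2 was taken, and limma was fitted over the 23410 of 35556 clusters that the platform annotation pairs with a gene, with Benjamini-Hochberg adjustment. A log2 fold change is MSN over ICR on this log2(intensity + 16) scale, which understates the change of dim genes. The balance of directions depended on the scaling of the arrays: quantile normalization gave 131 higher and 109 lower, and scaling each array to the same median gave 115 higher and 89 lower. The mice were separate animals, and the number of arrays limits the precision.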

MSN mice showed significant differences in gene expression in multiple genes whose orthologs are associated with BPD and the related mental health disorders schizophrenia, depression, and ADHD in the human literature. 

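Few genes of neurotransmission passed the test in MSN hippocampus. Of 16 neuropeptide genes, Tac1, which encodes the precursor of substance P, fell and 15 did not pass. Of 12 purinergic receptor genes, P2rx7, an ATP-gated ion channel, fell and 11 did not pass. Of 18 antioxidant enzyme genes, Cat, which encodes the catalase that breaks down hydrogen peroxide, rose and 17 did not pass. Adjusted over the list alone, the neuropeptide and antioxidant counts were the same, and 1 purinergic receptor gene was higher and 1 lower. Tac1, P2rx7 and Cat are also among the genes the study chose on these arrays. limma called 0 of 20 glutamate receptor genes, 0 of 11 GABA receptor genes, 0 of 23 monoamine signaling genes, 0 of 17 voltage-gated calcium channel genes and 0 of 8 lithium target genes. At an unadjusted p under 0.05 these lists held 0, 0, 2, 1 and 0 genes.
Chaperone genes leaned upward, with 18 of 20 members above 0, although 1 was higher, 1 lower and 18 did not pass, also when adjusted over the list alone. Hspe1, the mitochondrial co-chaperonin that works with Hsp60, rose by 0.58 on the log2 scale (standard error 0.0762, adjusted p = 0.00358 from limma). Cct8, a subunit of the cytosolic chaperonin, had a log2 fold change of -0.28 (standard error 0.0406, adjusted p = 0.00626 from limma). The camera test with a preset correlation placed the list upward (adjusted p = 0.000786), and its adjusted p = 0.769 with an estimated correlation. The list did not pass the fry test (adjusted p = 0.344).
Most markers of the oligodendrocyte lineage and of choroid plexus were above 0. Of 9 markers of oligodendrocyte precursors, all 9 were above 0 and Pdgfra, the growth factor receptor of these cells, rose (2 higher when adjusted over the list alone). Camera gave this list an adjusted p = 0.00174, and an adjusted p = 0.515 with an estimated correlation. The list passed fry (adjusted p = 0.0469), which ended in 2 of 5 other settings and for 9 of 12 left-out arrays. Of 9 markers of mature oligodendrocytes, limma called 0, with 3 at an unadjusted p under 0.05, and the list's shift (camera adjusted p = 0.0442, and adjusted p = 0.769 with an estimated correlation) ended with quantile normalization and for 8 of 12 left-out arrays. Of 12 markers of choroid plexus and ependyma, limma called 0 and 0 had an unadjusted p under 0.05, while 11 were above 0 (camera adjusted p = 0.0152, ended for 4 of 12 left-out arrays, and adjusted p = 0.769 with an estimated correlation). The lists of mature oligodendrocytes and of choroid plexus and ependyma did not pass fry (adjusted p = 0.458 and 0.554). Kcnj13, a potassium channel of choroid plexus, had a log2 fold change of 0.82 (standard error 0.412, adjusted p = 0.434), and Ttr, the thyroid hormone carrier made there, 0.34 (standard error 0.210, adjusted p = 0.546).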

Significantly-dysregulated genes (P-value <1×10^−3^) whose human orthologs have been associated with these disorders in at least two separate studies include: Cp (P-value = 1.25×10^−5^, t = −7.421) [33]–[35], Epor (P-value = 2.73×10^−5^, t = 6.823) [36]–[38], Pdgfra (P-value = 4.38×10^−5^, t = 6.476) [39], [40], Tac1 (P-value = 9.03×10^−6^, t = −7.684) [41]–[43], P2r×7 (P-value = 6.72×10^−5^, t = −6.170) [44]–[49], Fhit (P-value = 5.20×10^−5^, t = −6.352) [50], [51], and Cat (P-value = 6.56×10^−6^, t = 7.946) [52], [53]. 

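On the arrays, 3 of these 7 genes rose in MSN hippocampus and 4 fell, and the counts were the same when adjusted over the list alone. The study chose the list on these arrays, so the count is not independent evidence of direction. Cp, which encodes the copper-binding ferroxidase ceruloplasmin, had an intensity of 246 ± 13.4 (SD, n = 6) in MSN and 374 ± 41.9 (SD, n = 6) in ICR mice, a log2 fold change of -0.57 (standard error 0.0651, adjusted p = 0.00157 from limma). Tac1 read 290 ± 40.6 against 438 ± 27.9, a log2 fold change of -0.58 (standard error 0.0748, adjusted p = 0.00322 from limma). Fhit, a diadenosine triphosphate hydrolase known as a tumor suppressor, read 351 ± 22.7 against 470 ± 41.8 and fell by 0.40 on the log2 scale (adjusted p = 0.00735 from limma). Cat was the largest increase, with 2435 ± 140 against 1749 ± 174 and a log2 fold change of 0.48 (standard error 0.0637, adjusted p = 0.00369 from limma).
The other 3 genes changed less. Epor, the erythropoietin receptor, had an intensity of 327 ± 17.0 in MSN and 273 ± 8.99 in ICR mice, a 1.19-fold increase (adjusted p = 0.0114 from limma). Pdgfra read 1147 ± 45.1 against 958 ± 60.0, also close to 1.20-fold (adjusted p = 0.0184 from limma). P2rx7 read 357 ± 17.3 against 409 ± 10.9, a ratio of 0.877 (adjusted p = 0.0310 from limma). For each of the 7 genes every MSN value lay on 1 side of every ICR value (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow).
The call of P2rx7 ended in 3 of the 11 other settings that do not use the replicate number, among them quantile normalization (adjusted p = 0.0579) and scaling to the same median (adjusted p = 0.115), and without any of 8 of the 12 arrays, within a range of 0.013 to 0.115.

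**Figure D1:**
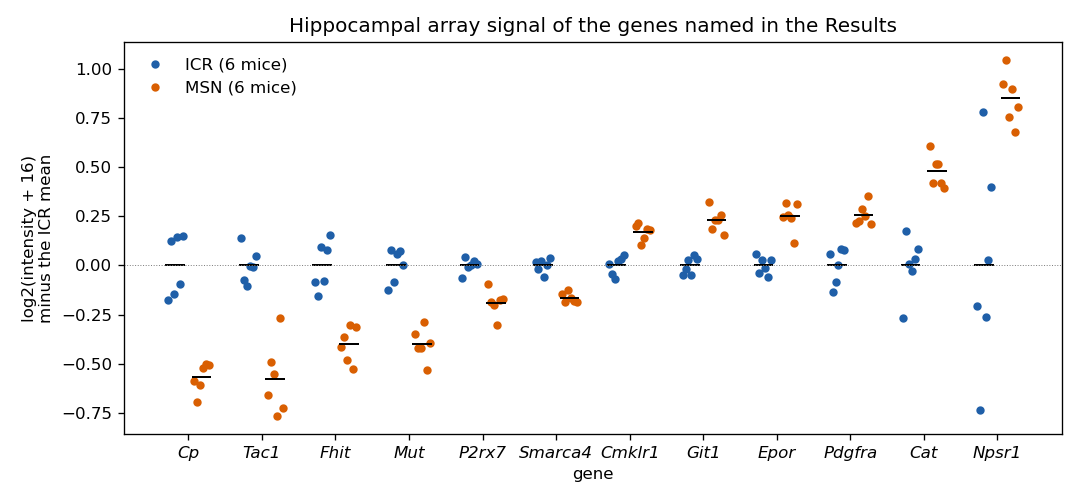
Array signal of the 12 genes named in the Results. Each point is 1 mouse, shown as log2(intensity + 16) minus the mean of the 6 ICR mice, with ICR in blue and MSN in orange, and black lines are the means. In Npsr1 the strains overlap, and in the other genes no MSN point reaches an ICR point.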

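Mut and Smarca4 fell in MSN hippocampus, and Git1 and Cmklr1 rose, a list the study chose on these arrays, with the same 2 higher and 2 lower when adjusted over the list alone. Mut, listed as Mmut in the annotation, encodes the mitochondrial methylmalonyl-CoA mutase, and its intensity was 650 ± 37.0 (SD, n = 6) in MSN and 863 ± 52.5 (SD, n = 6) in ICR mice, a log2 fold change of -0.40 (adjusted p = 0.00230 from limma). Smarca4, the Brg1 ATPase of the SWI/SNF chromatin remodeling complex, read 1903 ± 33.7 against 2137 ± 50.3, a log2 fold change of -0.17 (standard error 0.0297, adjusted p = 0.0195 from limma). Git1, a scaffold protein of synapses and focal adhesions, was the brightest of the 4, with 4416 ± 178 against 3760 ± 114 and a log2 fold change of 0.23 (adjusted p = 0.0105 from limma). Cmklr1, the chemerin receptor, read 249 ± 7.63 against 219 ± 7.64, a log2 fold change of 0.17 (adjusted p = 0.0316 from limma). In all 4 genes the MSN values did not overlap the ICR values (two-sided exact permutation test, p = 0.00216).
Among settings that do not use the replicate number, Smarca4's call ended when the arrays were scaled to the same median (log2 fold change -0.14, adjusted p = 0.118, over a range of 0.00346 to 0.118), and without MSN replicate 4 (adjusted p = 0.0525) or ICR replicate 6 (adjusted p = 0.0552). Among the same settings Cmklr1's call ended with trended and robust eBayes (adjusted p = 0.0528), with all clusters tested (adjusted p = 0.0523), and without any 1 of 11 of the 12 arrays, over a range of 0.0233 to 0.068.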

Significantly-dysregulated genes whose human orthologs have been associated with BPD or a related mental health disorder in one study include: Smarca4 (P-value = 7.58×10^−7^, t = −9.897) [54], Mut (P-value = 3.44×10^−6^, t = −8.495) [55], Git1 (P-value = 6.24×10^−6^, t = 7.988) [56], and Cmklr1 (P-value = 1.12×10^−4^, t = 5.818) [57]. An additional dysregulated gene of interest we identified whose human ortholog has not been associated with BPD or related mental health disorders as far as we know is Npsr1 (P-value = 9.48×10^−4^, t = 4.455). This gene’s product is a G-protein coupled receptor generally involved with arousal and activity [58], [59]. 

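Npsr1 had a mean intensity of 606 ± 57.1 (SD, n = 6) in MSN hippocampus and 349 ± 138 (SD, n = 6) in ICR hippocampus. This is a log2 fold change of 0.85 (standard error 0.201, adjusted p = 0.0924 from limma), which did not pass the test. The MSN mice lay between 534 and 693, and the ICR mice spread from 190 to 576, so that the strains overlapped (two-sided exact permutation test, p = 0.00649). The receptor's transcript cluster is unnamed in the platform annotation used here, and its name was taken from Table S1. It was therefore fitted among all 35556 clusters, and on untransformed intensities over the same clusters, a setting chosen after seeing the data, its adjusted p was 0.0864.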

The names of genes discussed here are highlighted in light orange in Fig. 2. All reported values use an empirical Bayesian t-test with 10 degrees of freedom.

**Figure 2:**
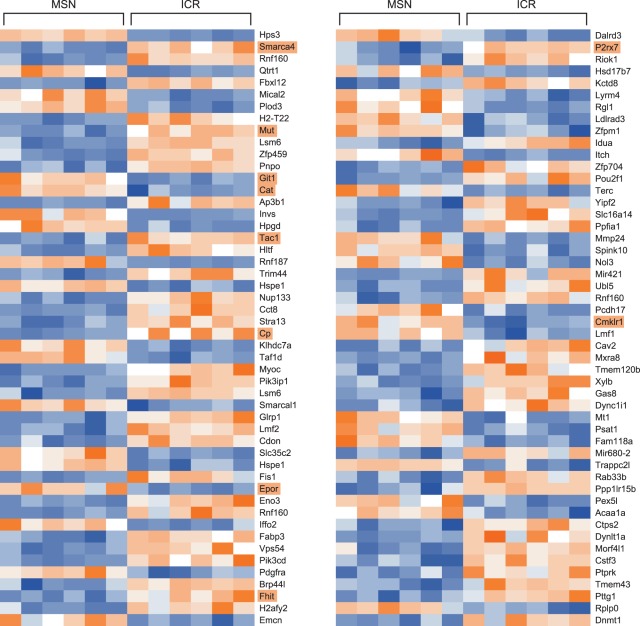
Heatmap of normalized values for the top 100 well-annotated genes from the microarray experiment listed by P-value in order from top to bottom, then left to right. The lowest P-values are at the top left corner, and the highest are at the bottom right. Blue values represent lower expression and orange values represent higher expression. The names of the genes discussed in the text of this manuscript are highlighted in light orange.

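The largest decreases with a single gene name and no overlap between strains were 4632415L05Rik, Zfp459 and E330013P04Rik. 4632415L05Rik, an uncharacterized transcript, fell from 438 ± 10.7 (SD, n = 6) in ICR to 170 ± 20.2 (SD, n = 6) in MSN mice, a log2 fold change of -1.30 (adjusted p = 1.24e-07 from limma). Zfp459, a zinc finger gene, fell by 0.99 on the log2 scale (adjusted p = 0.00230). E330013P04Rik had a log2 fold change of -0.68 (adjusted p = 0.00243). Further down were Aldh1a1, an enzyme that makes retinoic acid, at -0.63, Nat8f2 at -0.55, the small heat shock protein Hspb8 at -0.55, the mannosyltransferase Pigz at -0.51 and the microRNA gene Mir374b at -0.45. The adjusted p of these 5 lay between 0.0119 and 0.0394.
The largest increases with a single gene name and no overlap between strains were AI506816, Invs and Hpgd. AI506816 read 455 ± 167 in MSN and 191 ± 37.1 in ICR mice, a log2 fold change of 1.13 (adjusted p = 0.0209). Invs, which encodes the ciliary protein inversin, read 744 ± 109 against 401 ± 25.0, a log2 fold change of 0.86 (adjusted p = 0.000495). Hpgd, which inactivates prostaglandins, had a log2 fold change of 0.63 (adjusted p = 0.00230). Hps3, a gene of lysosome-related organelle biogenesis, had the lowest adjusted p among increases, 9e-06, at a log2 fold change of 0.46. The zinc finger gene Zfp729a (0.45), the noncoding Fbxl12os (0.53), both clusters of Hspe1 (0.58 and 0.53) and the complement regulator Cd59b (0.43) completed the list with Cat.
On untransformed intensities the calls of AI506816, Aldh1a1, Nat8f2, Hspb8 and Cd59b ended, and over all alternatives their adjusted p from limma reached 0.122, 0.173, 0.160, 0.0794 and 0.0673. Leaving out 1 array ended the calls of Aldh1a1 for 7 of 12 arrays, Nat8f2 for 9, Hspb8 for 5, Cd59b for 3 and AI506816 for 1.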

### RT-qPCR Confirmation of Microarray Results

We confirmed the results of seven genes from our microarray experiments using RT-qPCR. We chose genes for confirmation with an emphasis on gene products that we thought were either related to neural signaling pathways it would be possible to target pharmacologically or genes we could use as dependent variables in the future. We tested Cat (P-value = 0.001, expression ratio = 1.202), Cmklr1 (P-value<0.001, expression ratio = 1.404), Epor (P-value<0.001, expression ratio = 1.370), Fhit (P-value<0.001, expression ratio = 0.446), Npsr1 (P-value = 0.021, expression ratio = 2.426), P2rx7 (P-value = 0.006, expression ratio = 0.681), and Tac1 (P-value = 0.001, expression ratio = 0.696). The results of the RT-qPCR confirmation are shown in Fig. 3. All seven genes we chose to confirm were found significantly dysregulated in the same direction and at the same approximate magnitude as in the results of the microarray experiment. 

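On the arrays, Cat, Cmklr1, Epor and Npsr1 were higher in MSN mice and Fhit, P2rx7 and Tac1 were lower, with Npsr1 short of an adjusted p of 0.05. As ratios of MSN to ICR from the log2 scale, with the spread between mice carried through, Cat was 1.39 ± 0.163, Cmklr1 1.13 ± 0.0493, Epor 1.19 ± 0.0708 and Npsr1 1.80 ± 0.687. Fhit was 0.758 ± 0.0805, P2rx7 0.877 ± 0.0469 and Tac1 0.670 ± 0.0945. Of the 6 targets that the annotation names, 3 rose and 3 fell, also when adjusted over the list alone, and the study chose them on these arrays. The paper's RT-qPCR ratios are 1.202 for Cat, 1.404 for Cmklr1, 1.370 for Epor, 2.426 for Npsr1, 0.446 for Fhit, 0.681 for P2rx7 and 0.696 for Tac1, from 8 mice per strain by its methods. Those mice include the ones on the arrays. The RT-qPCR ratios of Cmklr1, Epor, Fhit and P2rx7 lay outside the spread of the array ratios and further from 1. That of Cat lay outside it and nearer to 1, and those of Npsr1 and Tac1 lay within it. The reference genes of that experiment did not pass the test on the arrays: Ywhaz, a 14-3-3 protein, had a log2 fold change of -0.04 (adjusted p = 0.715 from limma) and Sdha, a subunit of succinate dehydrogenase, 0.01 (adjusted p = 0.898 from limma). The RT-qPCR measurements themselves were not analysed here.

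**Figure D2:**
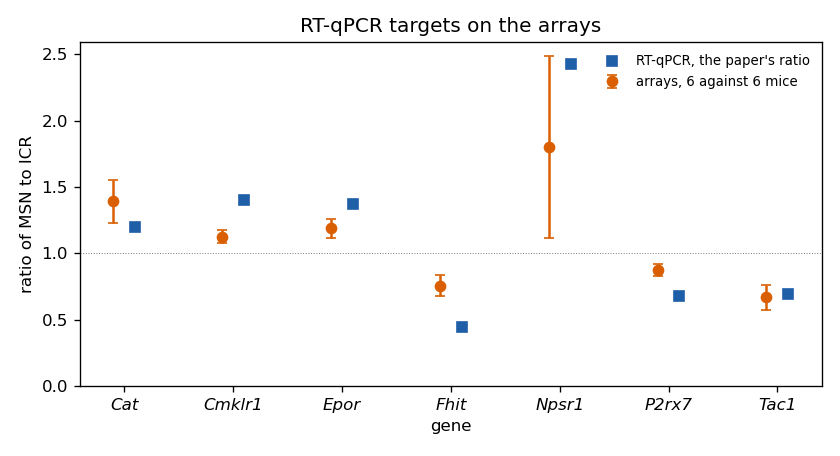
Ratio of MSN to ICR for the 7 RT-qPCR targets. Orange points are ratios on the arrays (6 mice per strain) with the spread between mice as error bars, and blue squares are the paper's RT-qPCR ratios. Each gene's pair of symbols lies on 1 side of the dotted line at 1.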

Altogether, our RT-qPCR confirmation provides evidence that our microarray data are fundamentally sound.

**Figure 3:**
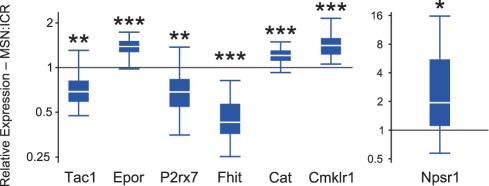
RT-qPCR confirmation results for seven genes from the microarray. Ratio distribution is graphed as a box-and-whiskers plot. Ratios greater than 1 represent genes with higher expression in the MSN strain and ratios less than 1 represent genes with lower expression in the MSN strain relative to the ICR strain. *P<0.05; **P<0.01; ***P<0.001.

### Genome Enrichment Analysis

NIAID DAVID functional annotation analysis by cytoband of all genes dysregulated at P<0.01 found a significant enrichment in murine cytoband 5qF (3.789-fold enrichment, Bonferroni-corrected P-value = 7.84×10^−7^) in MSN mice. 

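Chromosome 5 had the highest share of genes at a P-value of 0.01 or less apart from chromosome Y, where 1 of 9 genes reached it: 80 of 1140 placed genes, or 7.02%, against 4.59% of all placed genes. Chromosome 13 was close to it, with 51 of 732 placed genes, or 6.97%, and chromosomes 17 and 8 had 6.09% and 5.97%. On chromosome 5, 16 genes were called at an adjusted p under 0.05. Among 41 neighboring genes from Barhl2 to Crlf2, 10 had a P-value of 0.01 or less, 2 higher and 8 lower in MSN mice. Hfm1, a helicase of meiosis, rose by 0.42 on the log2 scale (adjusted p = 0.00797 from limma), and the lysosomal enzyme gene Idua (-0.29), the transporter gene Mfsd7a (-0.25) and the cytokine receptor gene Crlf2 (-0.25) fell. Among 56 genes from Iscu to Ccdc60, 8 had a P-value of 0.01 or less and 7 of these were higher. Their lowest adjusted p was 0.0925, for Gatc, a subunit of a mitochondrial amidotransferase, at a log2 fold change of 0.16. Rplp0, a ribosomal stalk protein, was at 0.17 and Selplg, a ligand of selectins, at 0.27.
By the study's own window algorithm the lowest corrected probability of the 2 windows of the Barhl2 stretch was 1.69e-06. The Iscu stretch, of 1 window, had 0.000179. The Iscu stretch did not pass in 7 of 15 other settings, untransformed intensities among them, nor without any 1 of 10 of the 12 arrays. The call of Crlf2 ended in 3 of 11 other settings and for 8 of 12 left-out arrays, that of Mfsd7a in 2 of 10 and for 7, and that of Hfm1 in 2 of 9 and for 0.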

We found this result intriguing, but we believed this cytoband-style enrichment analysis utilized genome regions too wide to allow the assumption of classical genetic linkage. We created a new algorithm for genome enrichment analysis with much narrower partitions of the genome queried. Our novel genome enrichment analysis yields results that look very similar to a conventional genome-wide linkage or association study, and we find it useful for generating predictions for broad chromosomal regions potentially related to a given population’s phenotype. We found significant enrichment in a total of fifteen genome regions (Fig. 4.A).

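Genes that differed between MSN and ICR hippocampus lay together in 9 regions on chromosomes 2, 5, 8, 9, 11, 13 and 17. The strongest was on chromosome 13, where 14 of 93 genes from Gpx5 to Mrs2, many of them histone genes, had a P-value of 0.01 or less. The lowest corrected probability of the 2 windows of this region was 1.94e-08. The widest region was on chromosome 17, with 23 of 201 genes from Cyp4f16 to Olfr110 around the histocompatibility complex. The lowest corrected probability of its 3 windows was 1.13e-07. Which of these regions was stronger depended on the setting. On untransformed intensities chromosome 17 had 8.68e-09 and chromosome 13 had 9.66e-06, and with quantile normalization they had 6.19e-10 and 7.78e-13. Directions were mixed within regions: on chromosome 13, 8 were higher in MSN and 6 lower, and on chromosome 17, 13 were higher and 10 lower. Of the placed genes, 912 of 19854 had a P-value of 0.01 or less.
As in the study's algorithm, windows of 1.25 Mb on each side were centered every 1.25 Mb, each gene was given a probability of 0.01, and the binomial probability was multiplied by the 2044 windows holding a gene. In all, 16 windows had a corrected probability of 0.001 or less, and adjoining ones were joined. Gene order came from the RefSeq annotation of GRCm38.p6, and no coordinates are given because the build behind the study's positions is not named in its text. With the observed share of 4.59% as the probability per gene, none of the 9 regions passed, and their lowest corrected probabilities ran from 0.0705 to 1.0, while 0 of 1000 shuffles of the P-values over the placed clusters, a test chosen after seeing the data, gave as many as 9 regions (median 2, highest 8). The paper reasons that a cluster past its threshold is unlikely to occur by chance and takes such regions to literature on human linkage.

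**Figure D3:**
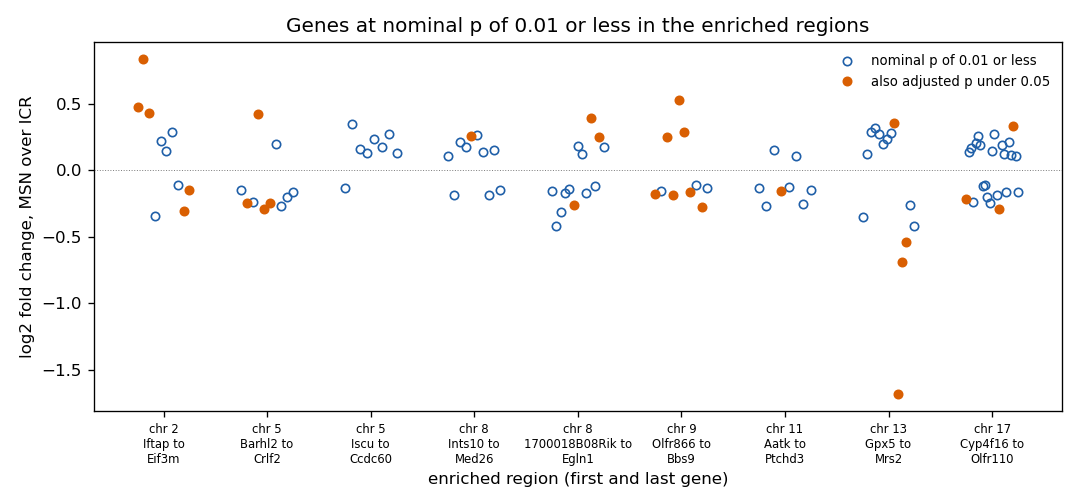
Log2 fold changes, MSN over ICR, of the genes at a P-value of 0.01 or less in the 9 enriched regions, named by chromosome and by first and last gene. Each point is 1 gene, open in blue, or filled in orange where the adjusted p is also under 0.05. The lowest point is H4c4 on chromosome 13 at -1.68, and genes of both directions occur in every region.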

**Figure 4:**
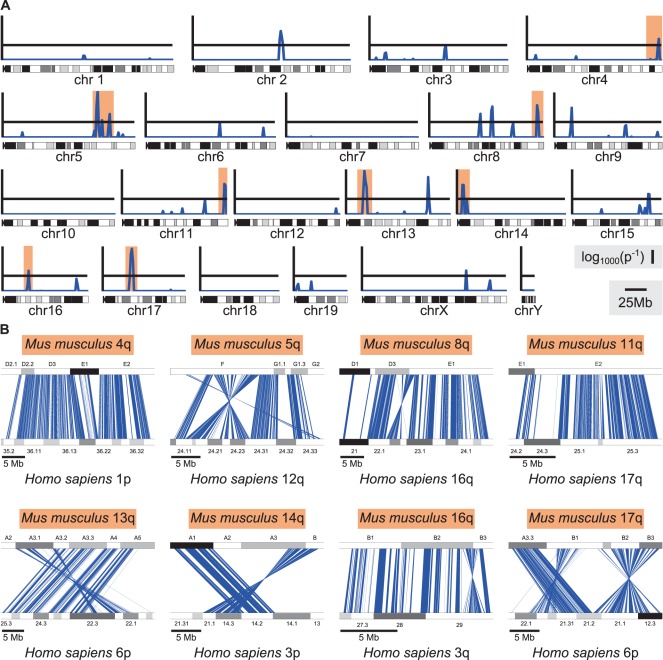
Genome enrichment analysis and homology of highlighted enriched clusters to the human genome. A) Genome enrichment analysis of the MSN phenotype using a novel enrichment algorithm we created for this study (see Materials and Methods). The y-axis represents the log_10_ inverse of the corrected binomial probability that a cluster of dysregulated genes would occur by chance. The black horizontal lines demarcate a cluster occurring by chance with a 0.001 corrected probability, consistent with a LOD or NPL score of 3 in a linkage study. Spikes above the black lines indicate dysregulated gene clusters highly unlikely to occur by chance, indicating that the genome region is significantly enriched. Corrected probabilities less than 1×10^−9^ are collapsed to 1×10^−9^. B) Shared synteny, a similar clustering of orthologous genes, between the clusters on the murine genome highlighted in orange in Fig. 4.A and human genome regions strongly implicated in BPD (see Results for details). Blue lines represent orthologous genes and their positions in the murine (upper) and human (lower) genomes.

When looking at the significantly enriched genome regions, we decided to examine their relationship to the human genome, so we qualitatively looked at shared synteny, a similar clustering of orthologous genes between species that generally demarcates genome homology. We looked for linkage and association literature implicating the enriched regions’ human homologs in BPD and related mental health disorders like schizophrenia and ADHD. We classified a human genome region implicated in BPD in at least two linkage studies with at least one study showing a LOD or NPL score (linkage score) greater than 3 as a region with a strong relationship to BPD. Using this criterion, we found that eight of the enriched genome regions in MSN mice are homologous to seven human genome regions displaying strong relationships to BPD. Shared synteny for these regions is shown in Fig. 4.B. These regions include the following cytobands: murine 4qE, homologous to human 1p36, implicated in BPD in two studies with linkage scores of 3.97 [60] and 3.1 [61] and a region in which SNPs predict BPD susceptibility [62]; murine 5qF, homologous to human 12q24, implicated in BPD in multiple studies with linkage scores of 4.91 [63], 3.63 [64], 3.37 [65], 2.8 [61], and 2.08 [66] and a region in which SNPs and allele variants predict BPD susceptibility [44], [46], [67]; 8qE1, homologous to human 16q24, implicated in BPD in two studies with linkage scores of 3.51 [68] and 2.29 [69]; murine 11qE2, homologous to human 17q25, implicated in BPD in five studies with linkage scores of 3.11 [70], 2.4 [71], 2.4 [72], 2.1 [73], and 2.08 [74]; murine 13qA3 and 17qA3-17qB1, two cytobands with homology to human 6p21–22, implicated in BPD in multiple studies with linkage scores of 3.19 [68], 2.60 [75], 2.26 [72], and 1.91 [69]; murine 14qA1, homologous to human 3p14, implicated in BPD in two studies with linkage scores of 3.51 [76] and 2.31 [77]; and murine 16qB2–B3, homologous to human 3q29, implicated in BPD in two studies with linkage scores of 3.74 [78] and 2.0 [61]. 

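Of the murine chromosomes named, enriched regions were found on 5, 8, 11, 13 and 17. This match is by chromosome only, since cytobands and human synteny were not used here. Which of the stretches on chromosome 5 lies in 5qF was therefore not determined. On chromosome 8, among 77 genes from 1700018B08Rik to Egln1, the nuclear pore gene Nup133 fell by 0.26 on the log2 scale (adjusted p = 0.00861 from limma), and the trafficking gene Trappc2l rose by 0.39 (adjusted p = 0.0195) and the GATA cofactor gene Zfpm1 by 0.25 (adjusted p = 0.0238). The lowest corrected probability of the 2 windows of that stretch was 3.14e-07. In all, 13 of its genes had a P-value of 0.01 or less, 5 higher and 8 lower. On chromosome 11, 8 of 65 genes from Aatk to Ptchd3 did, 2 higher and 6 lower (corrected probability 0.000582), and only the kinetochore gene Cenpx passed the adjusted test at -0.15 (adjusted p = 0.0394). The cluster counted for Gps1 there is numbered apart from those of its neighbors, as is that of Rpl13 in the chromosome 8 stretch. These clusters were placed by their gene and may measure copies elsewhere. The regions were not tested without them. On chromosome 13 Mrs2, a mitochondrial magnesium transporter, fell by 0.54 (adjusted p = 0.0285) beside the histone genes. On chromosome 17 the early response gene Ier3 fell by 0.29 and the transcript 2310061I04Rik by 0.21 (both adjusted p = 0.0238), and Rpp21, a subunit of ribonuclease P, rose by 0.33 (adjusted p = 0.0292).
No window on chromosomes 4, 14 or 16 passed. The lowest corrected probability on chromosome 4 was 0.00859, for 43 genes from Pex10 to Agrn, where 6 genes had a P-value of 0.01 or less, Mxra8 with a log2 fold change of -0.37 (adjusted p = 0.0100) and Mrpl20 with -0.74 (adjusted p = 0.0195) among them. On chromosome 14 it was 0.411, for a window that holds Fhit and Fam107a, a stress-responsive actin regulator with a log2 fold change of 0.31 (adjusted p = 0.0348). On chromosome 16 it was 0.109, for a window that holds Cct8, and another stretch there, from Hes1 to Zdhhc19, passed on untransformed intensities (0.000104).
The chromosome 11 region did not pass in 4 of 15 other settings, quantile normalization among them, nor without any 1 of 8 of the 12 arrays, and the chromosome 17 region did not pass with windows of 25 neighboring genes, without ICR replicate 4 or without ICR replicate 6. Leaving out 1 array ended the calls of Cenpx for 11 of 12 arrays, Rpp21 and Mrs2 for 7, Zfpm1 for 5, Ier3 for 4 and 2310061I04Rik for 3, and other settings ended the calls of Mrs2 (3 of 11), Cenpx (2 of 11), Rpp21, Ier3 and 2310061I04Rik (1 each).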

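Enriched regions were also found on chromosomes 2, 8 and 9, again matched by chromosome only. On chromosome 2, among 38 genes from Iftap to Eif3m, 10 had a P-value of 0.01 or less. The lowest corrected probability of the 2 windows of this stretch was 6.88e-05. Tcp11l1 fell by 0.30 on the log2 scale (adjusted p = 0.0023 from limma) and the ubiquitin ligase gene Trim44 by 0.15 (adjusted p = 0.0427), while the complement regulators Cd59a, at 0.84 (adjusted p = 0.0184), and Cd59b rose next to Cat. Across the MSN mice Cd59b followed the order of the brighter Cd59a, and across the ICR mice only in part. Their rises may therefore not be independent, and whether their probes share signal was not tested. On chromosome 9, among 77 genes from Olfr866 to Bbs9, 10 had a P-value of 0.01 or less (corrected probability 1.14e-05) and 7 were called. Beside Epor and Smarca4 these were Fbxl12os, the tRNA modification gene Qtrt1 (0.29), the F-box gene Fbxl12 (-0.18), the Golgi gene Yipf2 (-0.28) and the DNA methyltransferase gene Dnmt1 (-0.18). On chromosome 8, among 107 genes from Ints10 to Med26, 10 had a P-value of 0.01 or less, 7 higher and 3 lower. The lowest corrected probability of the 2 windows there was 0.000402. Of these genes 1 was called, the leucine-rich repeat gene Lrrc25 at 0.25 (adjusted p = 0.0185).
The next window on chromosome 8, with 4 of 9 genes from Hpgd to Galntl6 at a P-value of 0.01 or less, did not pass (corrected probability 0.00245). No window on chromosome 15 passed, the lowest corrected probability being 0.00143 for 32 genes from Tafa5 to Syt10. There 6 genes had a P-value of 0.01 or less, Lmf2, a lipase maturation factor gene, with a log2 fold change of -0.19 (adjusted p = 0.0217) among them. This window passed on untransformed intensities and with quantile normalization (5.35e-05 in both). Leaving out 1 array ended the Lrrc25 and chromosome 2 regions for 7 of 12 arrays each and the calls of Trim44 for 11, Dnmt1 for 10 and Lrrc25 for 1, and other settings ended the Lrrc25 region (3 of 15), the chromosome 9 region (1 of 15) and the calls of Lrrc25 (2 of 10), Cd59a and Trim44 (2 of 11 each).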

Additional enriched genome regions showing weaker previous relationships to BPD included: murine 2qE, homologous to human 11p13, implicated in BPD in one study with a linkage score of 1.95 [79] and a region in which SNPs and allele variants predict BPD susceptibility [80], [81]; murine 8qB2–B3.1, homologous to human 4q34, implicated in BPD in a study with a linkage score of 3.28 [82]; murine 8qB3.3 and 9qA3, homologous to human 19p13, implicated in BPD in three studies with linkage scores of 2.37 [83], 1.8 [66], and 1.55 [84]; and 15qE3, homologous to 22q13, implicated in BPD in one study with a linkage score of 2.22 [85]. One cluster at murine cytoband 13qD1 shared synteny with human 5q13–14, a region with no significant linkage to BPD in any human literature we could find, but implicated in schizophrenia in a study with a linkage score of 3.20 [86] and implicated in ADHD in a study with a linkage score of 4.16 [87]. 

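Outside the histone region, the lowest corrected probability on chromosome 13 was 0.00112, for 17 genes from Arsb to Sv2c, of which 5 had a P-value of 0.01 or less. Ap3b1, a subunit of the AP-3 adaptor that sorts synaptic vesicle and lysosome cargo, had a log2 fold change of -0.22 (adjusted p = 0.0114 from limma), and Pde8b, a cAMP phosphodiesterase, -0.20 (adjusted p = 0.0498). Iqgap2, a scaffold of the actin cytoskeleton, was at 0.37 (adjusted p = 0.0662) and Sv2c, a synaptic vesicle protein, at -0.22 (adjusted p = 0.116). The stretch passed on untransformed intensities and with a pseudocount of 64 (2.26e-05 in both) and with quantile normalization (3.6e-07).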

A cluster on the X chromosome consisted of mostly predicted genes with no obvious orthology to known human genes. 

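On the X chromosome 32 of 739 placed genes had a P-value of 0.01 or less and 5 were called. The lowest corrected probability was 0.00152, for 51 genes from Ppp1r3f to H2al3, of which 7 had a P-value of 0.01 or less. The cold-inducible RNA-binding gene Rbm3 had a log2 fold change of -0.40 there (adjusted p = 0.0527 from limma). Ssxb3 and Ssxb5, of a gene family active in testis, were at 0.28 (adjusted p = 0.152) and 0.30 (adjusted p = 0.206), and the histone variant gene H2al3 at -0.19 (adjusted p = 0.148). A region on X passed with windows of 25 neighboring genes (0.000238) and with windows of 2.5 Mb on each side (9.32e-05).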

We were not able to find shared synteny between this region and any human region.

### Functional Network Analysis

NIAID DAVID analysis of all genes with FDR-adjusted P-values less than 0.25 found a significant gene cluster generally related to chromatin packaging, so we decided to pursue this finding using Cytoscape to visualize this cluster. 

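Outside the core histones, 3 genes of the chromatin lists passed, and all 3 fell. Of these, Smarca4 and Dnmt1 lie in the same enriched region of chromosome 9, so their changes may not be independent. Of 26 SWI/SNF complex genes, Smarca4 fell and 25 did not pass, with 4 lower when adjusted over the list alone, among them Pbrm1, Bcl7a and Brd7, each at a log2 fold change between -0.09 and -0.11. Of 11 DNA methylation genes, Dnmt1, the maintenance methyltransferase, fell by 0.18 on the log2 scale (standard error 0.0388, adjusted p = 0.0474 from limma) and 10 did not pass. Adjusted over the list alone 3 were lower, with Tet2, a methylcytosine dioxygenase, at -0.12, and Mbd1, a methyl-CpG reader, at -0.18. Of 8 histone variant genes, Macroh2a2 fell by 0.21 (adjusted p = 0.0238), also when adjusted over the list alone. limma called 0 of 8 linker histone genes, 0 of 18 histone deacetylase genes, 0 of 31 histone methyltransferase and demethylase genes and 0 of 7 shelterin genes, the proteins that cap telomeres, and 2, 3, 3 and 1 of these had an unadjusted p under 0.05. Adjusted over the list alone, 2 linker histone genes were higher, H1f2 (0.29) and H1f3 (0.32), and 1 shelterin gene was lower.
By camera the DNA methylation list was shifted down (adjusted p = 0.0203, and adjusted p = 0.515 with an estimated correlation), as was shelterin (adjusted p = 0.0442, and adjusted p = 0.769 with an estimated correlation). Leaving out 1 array ended these shifts for 3 and 6 of 12 arrays, and shelterin's also ended with quantile normalization and with scaling to the same median. The SWI/SNF list did not pass camera (adjusted p = 0.0997, and adjusted p = 0.769 with an estimated correlation). With the preset correlation it did pass in 2 of 5 other settings, untransformed intensities and quantile normalization. By fry it and the DNA methylation list were shifted down (adjusted p = 0.0469 for both), and both shifts ended in 3 of 5 other settings, scaling to the same median among them, and for 10 and 9 of 12 left-out arrays. Shelterin did not pass fry (adjusted p = 0.0659). Dnmt1's call ended in 4 of the 11 other settings that do not use the replicate number, scaling to the same median among them (adjusted p = 0.196, over a range of 0.0174 to 0.196), and Macroh2a2's in 1 (adjusted p = 0.103, over a range of 0.0104 to 0.103) and without any 1 of 7 arrays.
Of 59 cytosolic ribosomal protein genes limma called 0, with 10 at an unadjusted p under 0.05 and 1 higher and 2 lower when adjusted over the list alone. Rpl30 was at -0.17 (adjusted p = 0.0609) and Rpl14 at -0.44 (adjusted p = 0.0869).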

Using a gene list generated from this DAVID analysis, we found a network of genes generally related to chromatin packaging that was significantly dysregulated in our microarray study. These genes included a few histone-related genes as well as Smarca4, a gene we found to be one of the most highly-dysregulated in the microarray results that has helicase and chromatin remodeling activities. 

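Of 7 histone H4 genes measured singly, 4 fell in MSN hippocampus. H4c4 had an intensity of 1210 ± 77.4 (SD, n = 6) in MSN and 4430 ± 1871 (SD, n = 6) in ICR mice, a log2 fold change of -1.68 (standard error 0.315, adjusted p = 0.0239 from limma) and the largest change among all called clusters. H4c6 read 492 ± 60.9 against 814 ± 152 (log2 fold change -0.69, adjusted p = 0.0209), H4c14 1310 ± 79.0 against 1958 ± 352 (-0.55, adjusted p = 0.0349), and H4f16 1112 ± 42.6 against 1472 ± 190 (-0.39, adjusted p = 0.0328). Of 26 core histone genes these 4 were lower, H2bc8 was higher at 0.35 (adjusted p = 0.0378), and 21 did not pass. Adjusted over the list alone, 9 were higher and 6 lower. The list's median was 0.02 and its mean -0.05, and camera found no shift (adjusted p = 0.239, and adjusted p = 0.787 with an estimated correlation). fry's mixed test, for change in either direction, passed for 22 of the 44 lists, this one among them (adjusted p = 2.33e-05).
H4 genes encode the same protein and are similar in sequence, so their probes may share signal and the single genes are uncertain. The clusters that the annotation gives to 11 H4 genes at once had log2 fold changes of -0.93 to -0.99. H4c3 (0.08), H4c8 (-0.13) and H4c9 (-0.15) did not pass.
ICR replicate 1 read like the MSN mice, with 1137 in H4c4 against 4114 to 6337 in the other ICR mice, so that the strains overlapped in all 4 genes. Without it the log2 fold changes were -2.04, -0.82, -0.67 and -0.47 and the adjusted p of H4c4 was 9.15e-07. Leaving out another array often ended the calls: 11 of 12 arrays for H4c14 and H4f16, 9 for H2bc8, 7 for H4c4 and 4 for H4c6, and on untransformed intensities 1 core histone gene was called.

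**Figure D4:**
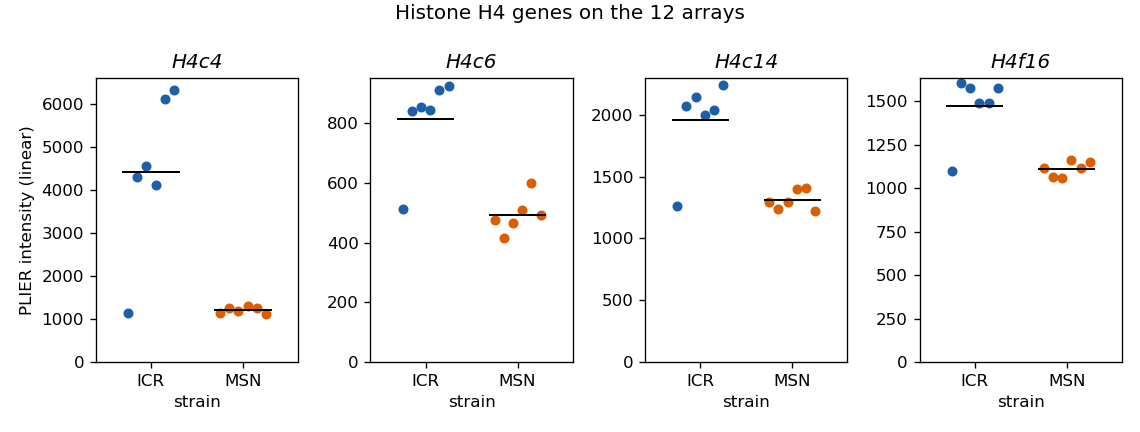
PLIER intensity, linear scale, of 4 histone H4 genes on the 12 arrays. Each point is 1 mouse, with ICR in blue and MSN in orange, and black lines are means. In each gene 1 ICR mouse, replicate 1, lies at the level of the MSN mice, such as 1137 for H4c4.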

The chromatin packaging gene network is shown in Fig. 5, with nodes in orange representing those genes found dysregulated in our microarray results and nodes in blue representing linking genes previously found related to chromatin packaging not significantly dysregulated in our microarray. These results suggest that differential chromatin packaging is part of the MSN phenotype, which is convergent with the findings of a recent systems biology meta-analysis of BPD [54].

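Among the other genes that Fig. 5 draws as dysregulated, Nup133, a nuclear pore protein also required at the kinetochore, was lower, with 487 ± 22.4 (SD, n = 6) in MSN and 587 ± 24.4 (SD, n = 6) in ICR mice. Taf4b, a subunit of the general transcription factor TFIID, had a log2 fold change of 0.21 with no overlap between strains (adjusted p = 0.0569 from limma), and it passed in 5 other settings, quantile normalization among them (adjusted p = 0.0304, over a range of 0.0264 with array weights to 0.129 without ICR replicate 6). H2bc14, a histone H2B gene, was at 0.28 (adjusted p = 0.105), Terf1, a telomere-binding protein, at -0.11 (adjusted p = 0.156), and Gtf2a1, a subunit of TFIIA, at -0.08 (adjusted p = 0.289), and these 3 did not pass. In this fit Gtf2a1 was also outside the adjusted p of 0.25 used for the network. On untransformed intensities over every cluster, a setting chosen after seeing the data, it was inside (adjusted p = 0.103 from limma). From a DAVID gene cluster and the network drawn from it, the paper proposes that chromatin packaging differs in MSN mice. Among the dysregulated genes of that network it names histone-related genes and Smarca4.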

**Figure 5:**
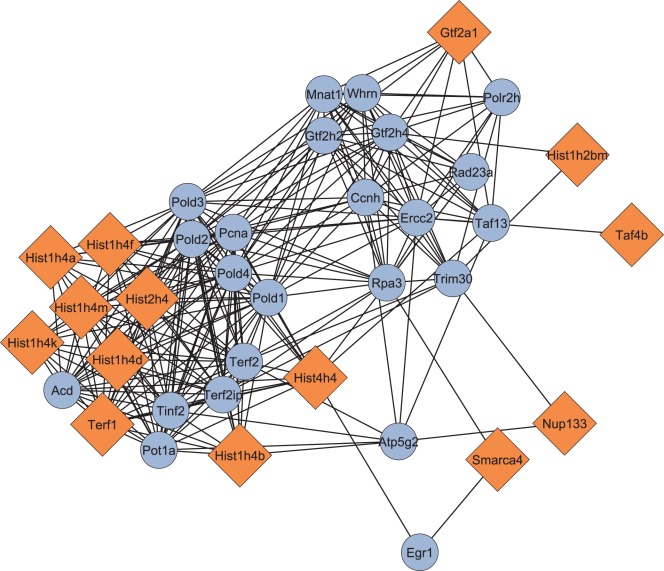
Network analysis of a dysregulated gene network related generally to chromatin packaging. The diamond-shaped orange nodes indicate genes found significantly dysregulated MSN mice while the circular blue nodes indicate related genes called by the MiMI plugin for Cytoscape. A recent systems meta-analysis of human BPD genome and transcriptome studies found that a significant chromatin packaging effect is seen across multiple human BPD populations [54].

## Discussion

### A Complex Phenotype

As BPD is a genetic disorder involving systems of genes [6], [8], [54], models for either pole of BPD representing single genes, while valuable for many purposes, are necessarily limited. A mammalian genome containing upwards of 30,000 genes is a complex system, and while understanding the effects of single genes and their products will always be necessary, their results should be understood in a systems biology context. We believe that the MSN strain represents among the first true systems biology models for the manic pole of BPD characterized. The polygenic nature of this model presents both challenges and promise. The quantity of loci involved in the phenotype makes inference difficult relative to single locus models, but it reproduces the physiology of the disorder more completely and more subtly. We believe the MSN mouse strain will enable us to glean new insights into the biology of BPD based upon not only face validity, but on fundamental biological construct validity.

The basis of this polygenic phenotype is the MSN strain’s ∼15 year history of multifaceted inbreeding. The ancestral strain of these mice was one of four replicate strains originally bred for high wheel running in a study on exercise physiology [88]. The ancestors showed few notable exercise physiological changes; the most significant changes observed in this strain displayed were neurological [89]. These MSN ancestors were part of a 2003 hippocampus microarray paper comparing selectively bred strains with control strains [90]. None of the 53 genes found significantly dysregulated in the 2003 microarray experiment overlap with the significantly dysregulated genes from the present study, and most of these 53 genes are quite far from significance in the current array. While methodological differences prevent easy comparisons between the 2003 microarray and the current microarray, we believe the fundamental divergence of the two arrays implies that the chief physiological changes we see in the MSN strain likely emerged after the MSN progenitors were selectively-bred for high wheel running. The sole selection event occurring after the original microarray experiment was ∼30 generations of selection to maintain a trait already observed in the MSN progenitors, high maternal defense [91]. After this maintenance selection, the MSN strain’s ancestors were maintained in our lab without selective breeding. Given the lack of breeding toward a novel phenotype, we believe many of the important genetic changes contributing to the MSN phenotype are likely attributable to genetic drift. This is not to deemphasize the effect of the original selective breeding for high wheel running, which provided the genetic foundation of the MSN strain. We suggest that the MSN strain’s manic phenotype emerged through a series of random events acting upon an already constrained gene pool.

The MSN mouse strain’s locomotor activity displays a bimodal distribution while the outbred mouse strain’s locomotor activity shows a unimodal distribution. Because the MSN strain is highly inbred, we believe this bimodality does not suggest divergent populations of mice within the MSN strain. Instead, we speculate that the MSN strain may show a phenotype with true behavioral cyclicity, a finding that has never been seen in a rodent model as far as we know. We are currently working on a behavioral project to examine this possibility in greater detail.

### Implications of the Genome Findings

The genome enrichment algorithm we developed is a new and useful method extending the suite of systems biology tools for high-throughput gene expression data. This algorithm can be applied to gene expression datasets old and new to enhance the biological understanding of the genome as a substrate for the organization of gene systems. Importantly, we believe it predicts both potential perturbations of the genome and of the epigenome, which would provide a more complete accounting of the mechanistic underpinnings of differences on the genome than classical genetics can. When used in concert with classical genetic techniques, we believe this technique has the potential to inform biologists not only about where to look for differences on the genome, but for which types of differences they should interrogate each genome regions.

While this genome enrichment analysis does not substitute for a true genome-wide linkage scan, we believe it provides a strong prediction that the MSN genome experiences perturbations in areas homologous to human genome regions linked to BPD in some populations. Why human populations with BPD should show differences in the genome relative to psychiatrically normal comparisons is an interesting question. Why MSN mice might share some of the same genomic perturbations as some human BPD populations is a compelling extension of this question. We propose that because the structural and functional components of mammalian genomes do not differ significantly, these genomes, given analogous evolutionary events, display analogous changes. Put more simply, similar genomes experiencing similar forces react similarly. In this case, we believe we may have found a conserved genomic signature observable even after the some 75 million years since the divergence of the mouse and human lineages [92]. We speculate that this signature is related generally to neural activation and organismal arousal. Further, our findings suggest that conserved genomic signatures may exist for other disorders and traits.

### Conclusions

Though these results show promise, we must include caveats based upon the complex nature of the phenotype and the limitations of the techniques we used. MSN mice weigh significantly less than ICR controls (t_27.957_ = −3.986, P-value = 4.369×10^−4^, Welch’s two-sample t-test), which shows that the MSN background includes other characteristics potentially unrelated to mania. While the microarray platform we used was designed to be robust against the effects of polymorphisms in the probes, ultimately, we cannot preclude the possibility of coding changes in the probe binding sites of some genes of interest affecting our results. Similarly, while we made all practical efforts to design qPCR oligonucleotides on monomorphic sites, we cannot say with certainty that our primer binding sites do not contain novel polymorphisms. Additionally, as we noted in the results, some of the evidence from the human literature we utilized to contextualize our results is unreplicated.

Despite these complexities, when we look at the rich suite of systems biology differences present in MSN strain relative to the closely related ICR strain, we believe we have found a strong phenotype that models mania with high construct validity. We have demonstrated that MSN mice reiterate a substantial amount of work done on human BPD genetics using three levels of analysis. At the single gene level, MSN mice display dysregulation of multiple transcripts whose human orthologs are related to BPD and related mental health disorders [8], [33]–[57]. At the systems level, MSN mice display dysregulation of a gene network similar to one found conserved across multiple human studies on BPD in a recent systems meta-analysis [54]. At the chromosomal level, MSN mice display perturbations in eight murine genome regions homologous to seven human genome regions with strong relationships to BPD in the human literature [60]–[78]. We believe that the argument for analogy between MSN mice and human BPD is strong. The genetic, systems, and genome findings we present here imply profound physiological similarities.

Just as the etiology of human BPD remains unresolved [5], so do the mechanistic underpinnings of the MSN strain’s phenotype. This study is an extension of our effort to characterize the phenotype and a preliminary step in the process of finding a genotype. While we believe we have fully utilized a strong dataset to glean an interesting picture of these mice, until we understand more about the genomics behind the MSN phenotype, the scope of our work remains limited. We believe the loci from our novel genome enrichment analysis give us a set of targets relevant to a potential deep sequencing project. Comparing the MSN genome with the outbred ICR genome will be an important next step and will contribute much to our understanding of BPD.

## Materials and Methods

### Ethics Statement

Animal use was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All protocols were approved by the University of Wisconsin–Madison IACUC (protocol #: L00405-0-05-09), and all reasonable efforts were made to minimize animal suffering.

### Animals

MSN is an inbred strain of mouse derived over the course of approximately 15 years from the outbred hsd:ICR (ICR) mouse strain (Harlan Laboratories, Madison, WI, USA), making the ICR strain a natural control. The ancestors of MSN mice were one of four replicate strains selected over a period of ∼30 generations for high wheel running behavior [88]. This high wheel running ancestral strain was observed to display high maternal defense behavior compared to both control lines and the other three lines selected for high wheel running from the original selective breeding experiment [91]. The ancestral mice were then bred for an additional ∼30 generations to maintain high maternal defense behavior. This progenitor strain was also characterized as showing maternal neglect [93]. The mice were maintained in a breeding colony in our lab without selection for multiple generations, likely experiencing genetic drift and fixation before our lab eventually observed them to display a manic phenotype relative to control strains [26]. The MSN strain is now highly inbred; we estimate its current inbreeding coefficient at 0.95. The MSN and ICR strains were kept in separate breeding colonies in our laboratory under similar conditions for multiple generations prior to this study. Mice from this study were adult males from the same generation singly housed in the same room, and all mice were approximately 10 weeks old during testing.

### In-cage Locomotor Activity Observations

Total in-cage locomotor activity observations during portions of both the light and dark periods were made using a camera mounted above mouse home cages with online analysis done by the TopScan 2.0 software (CleverSys, Reston, VA, USA) as described previously [26], though for this experiment, we observed MSN mice during one day and not two. In total, 19 MSN mice and 19 ICR mice were observed. Statistical inference for total distance traveled over time tested was done using the Monte Carlo permutation test implementation in the R package coin. Probability density plots were made using the R package sm, a non-parametric smoothing algorithm for histograms.

### Tissue Collection

The day after observation of total locomotor activity, mice were weighed, anesthetized with isofluorane gas, and decapitated. After whole brains were removed, hippocampal tissue was quickly dissected out and the hippocampi were flash-frozen over dry ice. Hippocampal tissue was kept frozen at −80°C for no longer than 12 weeks prior to use in downstream molecular biology applications. Statistical inference on animal weight was performed using the t.test function in R.

### RNA Extraction

Total RNA was extracted using an Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA, USA) to manufacturer specifications. Briefly, tissue was disrupted in a low pH phenol-chloroform-guanidium thiocyanate solution and spun down. The aqueous phase was combined with ethanol and passed through a spin column to bind RNA. The RNA was cleaned and DNase treated on-column, purified total RNA was eluted in nuclease-free elution buffer, and samples were frozen at −80°C prior to use in downstream applications.

### Microarray Target Preparation, Hybridization, and Scanning

Using the true random number generation service random.org, 6 mice from the MSN group and 6 mice from the ICR group were chosen at random from the mice used in behavioral observations. Prior to the microarray experiment, all total RNA samples were checked for purity, integrity, and concentration using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher, Waltham, MA, USA) in concert with RNA 6000 Pico Chips in a 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). The microarray experiment utilized the GeneChip Mouse Gene 1.0 ST platform (Affymetrix, Santa Clara, CA, USA), a platform with probesets consisting approximately 27 probes spaced along the length of each gene interrogated to minimize the effects of polymorphic sites on the expression results for the gene as a whole, with biotinylated targets derived from total RNA. Briefly, cDNA for hybridization was synthesized from 400 ng of total RNA using a GeneChip WT Expression Kit (Ambion, Austin, TX, USA) according to the manufacturer’s specifications. The cDNA was fragmented, then biotinylated using a WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s specifications. Biotin-labeled cDNA was hybridized with microarrays at 45°C for 16 hours. The hybridized arrays were washed, stained, and scanned on a GC3000 G7 Scanner (Affymetrix, Austin, TX, USA). Data were extracted and processed from the scanner using the Affymetrix Command Console software, v. 3.1.1.1229. Microarray target preparation, hybridization, and scanning were performed by the Gene Expression Center, a microarray core lab at the University of Wisconsin–Madison.

### Probeset Level Normalization, Summarization, and Statistical Inference

Probeset-level normalization and summarization were performed with the PLIER algorithm with GC-bin background correction using the Affymetrix Power Tools software, v. 1.12.0 and revision 4 of the Affymetrix library for the Mouse Gene 1.0 ST version 1 array platform. The raw and summarized microarray data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus [94] and are available through the GEO website, accession number GSE29417. Inferential statistics for differential expression between MSN and ICR samples were calculated using the microarray-specific empirical Bayesian t-test implementation in the Bioconductor package limma, v. 3.6.9 [95], to calculate nominal P-values and Microsoft Excel 2010 to calculate linear fold-change differences. A tab-delimited spreadsheet containing exhaustive microarray statistical results with annotations from both Affymetrix, a reliable annotation source, and fill-ins for transcript clusters unannotated by Affymetrix from Ensembl’s BioMart, a less reliable annotation source, is posted as supplementary Table S1.

### RT-qPCR Validation of Microarray Results

We have included an RT-qPCR supplement, Table S2, which contains all of the information about the RT-qPCR methods from this study required by the MIQE [96].

A total of 8 MSN mice and 8 ICR mice were selected for RT-qPCR confirmation. An additional 2 MSN mice and 2 ICR mice were selected using random.org from the same set of mice for RT-qPCR confirmation to add to the 6 MSN and 6 ICR mice used in the microarray experiment. RNA extraction from hippocampi of the additional animals was done at the same time as extraction for the animals used in the microarray experiment. Fresh aliquots of RNA were used for RT-qPCR confirmation to avoid samples differentially exposed to freeze-thaw cycles. Prior to RT-qPCR confirmation, total RNA was checked for purity, integrity, and concentration using both a NanoDrop ND-1000 spectrophotometer and RNA 6000 Nano Chips in an Agilent 2100 BioAnalyzer. Results of quality control are reported in table S2.10.

Seven gene transcripts found significantly dysregulated in the microarray were chosen for validation by RT-qPCR: catalase (Cat); chemokine-like receptor 1 (Cmklr1); erythropoietin receptor (Epor); fragile histidine triad (Fhit); neuropeptide S receptor 1 (Npsr1); purinergic 2× receptor 7 (P2rx7); and tachykinin, precursor 1 (Tac1). As they were recently demonstrated among the most stable gene transcripts of the widely used RT-qPCR reference genes in the rodent brain [97], [98], the transcripts for tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide (Ywhaz) and succinate dehydrogenase complex, subunit A, flavoprotein (Sdha) were chosen as reference genes for this study. Primers for all transcripts were designed in NCBI’s online Primer-BLAST software suite set to use strict *in silico* specificity requirements and to preclude primer binding sites on known polymorphic sites. Primer sequences are reported in table S2.11.

We used a two-step protocol for RT-qPCR. Reverse transcription was done using a SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s specifications. 2 µg of total RNA were used as template for each sample, a poly-T 20 mer priming strategy was used, and reaction volumes were scaled up to 26.25 µL. Reverse transcription reactions were done in a MasterCycler Personal PCR Machine (Eppendorf, Hamburg, Germany). The resultant cDNA was diluted 1∶5 with nuclease-free water to minimize the effects of any PCR inhibitors. The specifics of cDNA synthesis are listed in table S2.4.

Real-time quantitative PCR was done in a StepOnePlus real-time thermal cycler (Applied Biosystems, Foster City, CA, USA) using SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, USA) according to manufacturer recommendations. Total reaction volumes of 20 µL were used; each reaction contained 10 µL of 2× Supermix, 2 µL diluted template cDNA, 500 nM forward and reverse primers, and nuclease-free water up to the final reaction volume. All reactions were performed in triplicate. We utilized a three-step thermal cycling protocol that included a 30 s hot start at 95°C, then 40 cycles of a denaturation step at 95°C for 5 s, an annealing step at a temperature empirically-determined for each primer set for 20 s, and an elongation step at 72°C for 20 s. Annealing temperatures for each primer set are available in table S2.4. Fluorescence data were collected at the annealing step of each cycle. All experimental qPCR runs were accompanied by a dilution series to calibrate PCRs for empirical efficiency and by a dissociation curve to determine *in vitro* primer specificity. All consumables are listed in table S2.7.

C_q_ values were determined using the StepOnePlus software, v. 2.1, with the same fluorescence threshold for every qPCR run. Descriptive and inferential statistics were calculated using the Relative Expression Software Tool (REST), v. 2009, which corrects for empirical PCR efficiency, allows for the use of multiple reference genes, and utilizes a Monte Carlo style permutation test for significance [99]. We set the REST software to perform 10,000 iterations for the permutation test, and we also used it to find expression ratio of MSN:ICR.

### Genome Enrichment Analysis and Shared Synteny Analysis

To map genome regions with significant enrichment, we built a novel enrichment algorithm that looks at clustering of dysregulated genes along the length of a chromosome. This algorithm works by walking along the length of a chromosome at 1.25 Mb intervals, a distance corresponding to a little less than 2.5 centimorgans in mice. The algorithm bins all genes assayed in our microarray platform within 1.25 Mb of the center of each interval and counts them. The bins are staggered to prevent bias against clustering at bin breakpoints. The algorithm counts all genes dysregulated at a nominal P-value of 0.01 or less. The amount of genes significantly dysregulated within each interval should, under a null hypothesis of no significant enrichment of that genome region, display a binomial distribution with a probability of any given gene being significantly dysregulated at no more than 0.01. Our algorithm calculates the binomial probability of the amount of the amount of dysregulated genes within each interval over the entire genome. The probabilities are Bonferroni-corrected for multiple comparisons, then the log_10_ of the inverse of the probabilities are graphed. A log_10_(p^−1^) of 3 indicates a Bonferroni-corrected probability of a cluster occurring 1 in 1,000 times under the null hypothesis of no significant clustering in any particular genome region. This corresponds to the LOD score of 3 commonly used as the cutoff criterion for strong evidence of linkage in linkage scans. Any log_10_(p^−1^) value greater than or equal to 9 is collapsed to 9 for ease of visualization. The resulting graphic examines clusters over the whole genome, and spikes indicate clusters highly unlikely to have occurred by chance. The Excel file used to create this analysis is included as supplementary Table S3.

This method for calculating the probability of a gene cluster occurring by chance is vulnerable to statistical artifacts introduced by redundancy in annotation sources, so it is necessary to use an annotation source looking at gene-level and not exon-level information. Additionally, it is necessary to systematically curate any gene-level probeset redundancy out of the annotation source used. We used release 32 of the Affymetrix annotation for our array platform, which contains no exon-level information. Further, we chose the probesets with the lowest P-values to represent their genes, then deleted all other probesets representing each individual gene to get rid of any remaining gene-level redundancy. We manually inspected the data contributing to each significant finding to confirm that they were not redundant or otherwise problematic.

Shared synteny analysis utilized the homology map on the NCBI’s website, which has a map showing homologous genome regions between humans and mice. Graphics were generated using the positional information present in the homology map.

### Functional Network Analysis

We utilized a network analysis methodology similar to that used in a recent biological systems meta-analysis done on human BPD datasets [54]. Using a list of every gene with an FDR-adjusted P-value less than or equal to 0.25 from the gene-level microarray inferential statistics, we utilized the functional annotation clustering tool of NIAID’s DAVID software [100], [101]. We set the functional annotation tool to default settings with medium stringency and a background matching the array platform we used. The most significantly enriched cluster was related to ribosomes. Many of the genes in this cluster were pseudogenes, so we decided to ignore this cluster for the purposes of gene network analysis. The second most significant cluster we found had gene components generally related to chromatin packaging. We took the genes from this cluster and put them into the MiMI plugin v. 3.11 [102] in Cytoscape v. 2.8.0, setting the software to query genes with shared nearest neighbors in order to get rid of genes not closely related to the chromatin packaging network. The resulting network was large, with 183 nodes and 6234 edges. To reduce this network to the genes most closely related to chromatin packaging, we used the Glay plugin v. 2.0 [103] to find subnetworks. We found the subnetwork most closely related to chromatin remodeling, which is what we report in this study.

## Supporting Information

Table S1 Tab-delimited text file containing exhaustive microarray statistical analysis for all transcript clusters organized by P-value. Annotation sources from build 32 of the Affymetrix annotation for the Mouse Gene 1.0 ST platform with presumptive annotation filled in by Ensembl’s BioMart extension.
(TXT) Click here for additional data file.

Table S2 Portable document file containing all information on RT-qPCR assays considered essential by the MIQE.
(PDF) Click here for additional data file.

Table S3 Excel file containing results from the genome enrichment analysis broken down by chromosome.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

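Hippocampal RNA was measured in 6 MSN and 6 ICR mice, each on its own array, in 1 tissue and at 1 age. The sample notes state that all were males, and the arrays are labelled with replicate numbers 1 to 6 in each strain. The mice were separate animals, and no scan dates or batches were given in the sources used here. The arrays were Affymetrix Mouse Gene 1.0 ST arrays.
The authors made the deposited intensity values with PLIER and a background correction by GC bin in Affymetrix Power Tools 1.12.0, as the paper states. The values are on a linear scale, 1 value per transcript cluster and array. Correlations between arrays were 0.992 to 0.997 within a strain and 0.992 to 0.996 between strains, and the first 2 principal components held 19.4% and 16.6% of the variance.
The value table holds 35556 transcript clusters. The platform annotation pairs 23410 of them with at least 1 gene: 21789 with a single gene and 1621 with several, while 12146 have none. Of the single-gene clusters 21698 were matched by gene ID to a RefSeq gene table, and they stand for 19938 different genes, 999 of them with more than 1 cluster. In 388 tested clusters the 12 values equal those of another cluster, which holds for 2 of the called ones.
For the tests, 16 was added to each intensity and log2 was taken. A linear model with strain as the only term was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend or robust options, prior degrees of freedom 4.00). P values were adjusted by the Benjamini-Hochberg method over the 23410 clusters with a gene, and a cluster was called at an adjusted p under 0.05. All p values of single genes are from limma unless an exact permutation test is named. That test compared 6 with 6 mice, and its smallest two-sided p is 0.00216. Means and SDs are of the linear intensities, and the log2 fold changes are differences of means on the log2 scale. The fit was tested on simulated data for 23410 clusters, in which changes of log2 0.25, 0.5 and 1 were recovered in 62.7%, 98.5% and 100% of clusters, with 13 false calls, and 0 calls were made where nothing was changed. The number of arrays limits the precision of changes near the smallest of these sizes.
Gene lists were tested with camera from limma with its preset correlation, and again with an estimated correlation, and with fry, over 44 lists and a background of 19938 genes, each gene by its cluster with the highest mean. The lists were written from general knowledge before the data were examined, except those of genes that the study chose on these arrays. A count over the list alone adjusts the p values of the list's members only.
The genome enrichment followed the algorithm of the paper. Windows of 1.25 Mb on each side of centers every 1.25 Mb were used, with the binomial probability of the observed number of genes at a P-value of 0.01 or less and a probability of 0.01 per gene, multiplied by the number of windows with a gene. Adjoining windows at a corrected probability of 0.001 or less were joined into a region. The corrected probability given for a region is the lowest among its windows, while its gene counts cover all of them. Each gene was counted once, with the lowest P-value of its clusters. Positions came from the RefSeq table of GRCm38.p6 and served only to find which genes neighbor each other. Each cluster was placed at the position of its gene, also where it may measure a copy elsewhere.
The genes named in the text are those the paper names in its results, its RT-qPCR reference genes and the dysregulated genes of Fig. 5; the 10 highest and 10 lowest log2 fold changes among called single-gene clusters whose strains do not overlap; up to 4 members of each list and up to 6 genes of each region with the smallest P-values. The top of Table S1 had been seen when this rule was written. Genes named outside this rule, in regions that did not pass or beside Cp, were chosen after their values were seen.
Alternatives set before the data were examined were untransformed intensities, pseudocounts of 1 and 64, quantile normalization, scaling of each array to the same median, eBayes with trend and robust options, clusters above the median mean only, array weights, all clusters, 1 cluster per gene, the replicate number as a block, and leaving out each array in turn. For the gene lists, camera and fry were repeated with 5 of these and without each array, which was decided after seeing the data. The counts and ranges of settings beside a gene or region leave out the replicate block, and those beside a region also leave out the observed share. For the regions the alternatives also included the observed share as the probability per gene, the probability of at least the observed number, the cluster with the highest mean, windows of 25 neighboring genes, windows of 2.5 Mb on each side, and the positions of Table S3. Other splits of the 12 arrays into 6 and 6 were drawn 100 times, the real split included. A group of 6 values was examined with Dixon's test at 95%.
Of Table S1, the first 1705 of the 35556 rows were held here, and its column of differences equals the MSN mean minus the ICR mean of the deposited intensities. For all 1705 the P-value is within 5% of limma on untransformed intensities over all clusters. Of Table S3, the summary of windows over all chromosomes and 5579 rows of chromosomes 1 to 4 were read, and 4927 of these rows have a single-gene cluster here. The locomotor, body weight and RT-qPCR measurements were not analysed here, and neither DAVID, cytobands nor human synteny were used. Other software was Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9.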

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

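The tests of the explanations for ICR replicate 1 were chosen after its histone values were seen.
In 132 groups of 6 values, 11 had an array further from its nearest neighbor than Dixon's 95% critical value allows, where chance gives about 6.6. ICR replicate 1 was the lowest ICR array in 4 histone H4 genes, with a gap of 0.748 of the range in H4c4 (intensity 1137), 0.839 in H4c6 (511), 0.795 in H4c14 (1261) and 0.801 in H4f16 (1098). In 4632415L05Rik, ICR replicate 5 was lowest (417 against 437 to 447, a gap of 0.676 of the range). In Zfp459, MSN replicate 1 was highest (183 against 93.1 to 117, a gap of 0.675). In Aldh1a1, ICR replicate 3 was highest (880 against 480 to 552, a gap of 0.770). In Nat8f2, ICR replicate 5 was highest (249 against 139 to 157, a gap of 0.793). In Macroh2a2, MSN replicate 1 was highest (1112 against 992 to 1034, a gap of 0.636). In Mrpl20, MSN replicate 2 was highest (727 against 409 to 469, a gap of 0.765). In Fbxl12, MSN replicate 5 was lowest (396 against 423 to 429, a gap of 0.814).
For ICR replicate 1 in histone H4, 3 explanations were weighed. Signal shared between H4 paralogs could account for its recurrence from gene to gene and was left open: this mouse was nearer to MSN in 8 of 8 other called H4 clusters, but these include the 3 other genes named above, so that the count largely restates what was seen. A mislabelled sample is unlikely, since among 118 other clusters called without it this mouse was nearer to MSN in 16.9%, within the 12.9% to 40.5% of the other ICR arrays. A strain variant that differs among ICR mice, an outbred stock, is a candidate explanation, and the test, on clusters of genes other than histones with a P-value of 0.01 or less in the fit without this mouse, could not tell: of 4 such clusters within 1.25 Mb of H4c4 it was nearer to MSN in 3 (Vmn1r220, Scgn and Acot13, but not Cmah), against 27.6% of 808 such clusters elsewhere (Fisher's exact test, p = 0.0678). Within 2.5 Mb, a distance chosen after the neighbors' values were seen, it was 8 of 10 such clusters, of 9 genes, against 27.2% (Fisher's exact test, p = 0.000853), but neighbors are linked and not independent, genotypes were not analysed here, and a variant under the probes could not be told from a change in expression. Both distances were measured from H4c4. H4c14 and H4f16 lie outside the chromosome 13 region that holds H4c4 and H4c6, so these tests do not address their values.
Among the 10 clusters with the largest increases in which the 6 MSN values were above the 6 ICR values, 4 are of genes named neither in the paper's text nor in Fig. 2: Cd59b (log2 fold change 0.43), Zfp729a (0.45), Fbxl12os (0.53) and AI506816 (1.13). The rise of Cd59b may not be independent of that of its neighbor Cd59a.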

How the results depend on the processing

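Untransformed intensities over every cluster, the 2 settings that join the observed share with another choice, and the use of the settings on camera and fry were chosen after seeing the data, and the other settings before. Of 229 named clusters, 162 kept their side of an adjusted p of 0.05 in every setting and 40 lost a call in at least 1. In 5419 pairs of cluster and setting 0 reversed, where a change of direction was counted only if at least 1 of the 2 fits passed. For clusters that passed in neither fit, direction was not compared. Leaving out an array ended a call in 184 pairs and the other settings in 103, while 14 and 63 pairs passed newly. Clusters at an adjusted p under 0.05, 182 in limma, were 279 with a pseudocount of 64, 315 with array weights, and 91 to 210 on leaving out 1 array, with 91 without MSN replicate 4, 93 without ICR replicate 6, 103 without MSN replicate 3 and 118 without ICR replicate 5. At an adjusted p of 0.25 or less, 1298 became 2274 with array weights and 722 to 1712 on leaving out 1 array. The 9 regions became 15 with array weights, 0 with the observed share, 0 with the observed share and the cluster with the highest mean, 0 with the observed share and the probability of at least the observed number, and 5 to 12 on leaving out 1 array. On chromosomes 1 to 4 the positions of Table S3 gave 2 regions against 1. The 5 core histone genes became 1 on untransformed intensities, 1 with all clusters, 0 on untransformed intensities over every cluster, and 0 to 5 on leaving out 1 array. Cytosolic ribosomal protein genes, 0 at first with 10 at an unadjusted p under 0.05, became 1 on untransformed intensities, 1 with a pseudocount of 64, 2 with trend and robust options, 1 among clusters above the median, 1 with array weights, and 0 to 1 on leaving out 1 array. Lists past camera, 6 at first, were 2 to 12 on leaving out 1 array. Lists past fry, 4 at first, were 0 on untransformed intensities, 1 with scaling to the same median, and 0 to 7 on leaving out 1 array. Among clusters above the median, 7 of the 11 genes the study names and 9 of the 17 others named by size of change were tested, and all were called (7 and 9). Leaving out 1 array kept 8 to 10 of the 11 and 13 to 17 of the 17. The median log2 ratio of variances, ICR over MSN, ranged from -0.17 to 0.25 on leaving out 1 array. Fewer arrays or fewer clusters are part of some of these settings, and otherwise the cause was not tested. Among the 11705 clusters above the median mean 255 were called, 115 of them shared with the 182, with fewer tests and a variance prior of their own, so that the part of signal over background was not tested.
The replicate numbers do not pair the mice, since the deviations of same-numbered arrays correlated at -0.126 to 0.125, 1 of 6 pairs was over 0.1, and 1 of 6 MSN arrays correlated best with the ICR array of its number. With the number as a replicate block, 42 clusters were called, 40 of them shared with the 182, with 1 core histone gene and 3 of the 11 genes the study names (Cp, Tac1 and Mut, but not Cat, Cmklr1, Epor, Fhit, Git1, P2rx7, Pdgfra and Smarca4), with 7 regions at the threshold.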

Differences from the paper's values

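All settings named here were set before the data were examined, except untransformed intensities over every cluster, which were chosen after seeing the values. That added setting gave t and P for the genes below that do not differ from the paper's and drops 0 of its named genes at its threshold of 1e-03, and gave 12 regions. For t, a difference of more than its own standard error of 1 was counted, and for P, for counts and for RT-qPCR ratios a value over 1.5 times the other, so that a count said not to differ is within 1.5 times the paper's.
The paper's t for Cp is -7.421 and -8.76 was found here; on untransformed intensities, with quantile normalization and with scaling to the same median it did not differ. The paper's t for P2rx7 is -6.170 and -5.10 was found here; on untransformed intensities, with a pseudocount of 1, above the median and with array weights it did not differ. The paper's t for Smarca4 is -9.897 and -5.59 was found here; only on untransformed intensities it did not differ. The paper's t for Git1 is 7.988 and 6.42 was found here; on untransformed intensities, with trend and robust options and above the median it did not differ. In the other settings these values of t differed, apart from 9 of the 12 left-out arrays for Cp and 2 for P2rx7.
The paper's P-value for Cp is 1.25e-05 against 4.70e-07 here, for Fhit 5.20e-05 against 8.47e-06, and for Smarca4 7.58e-07 against 6.72e-05. These 3 did not differ on untransformed intensities, and differed in the other settings apart from 1 left-out array for Fhit. The paper's P-value for Tac1 is 9.03e-06 against 2.06e-06 here, which did not differ on untransformed intensities, with quantile normalization and for 7 left-out arrays. For P2rx7 it is 6.72e-05 in the paper and 0.000161 here, which did not differ on untransformed intensities, above the median, with array weights and for 1 left-out array. For Cat it is 6.56e-06 in the paper and 2.84e-06 here, which did not differ on untransformed intensities, with a pseudocount of 1, with all clusters and for 6 left-out arrays. For Mut it is 3.44e-06 in the paper and 9.73e-07 here, which did not differ on untransformed intensities, with all clusters and for 8 left-out arrays. For Git1 it is 6.24e-06 in the paper and 1.61e-05 here, which did not differ on untransformed intensities, with a pseudocount of 64 and above the median. For Cmklr1 it is 1.12e-04 in the paper and 0.000170 here, which did not differ on untransformed intensities, with a pseudocount of 1, with quantile normalization and for 1 left-out array. In the other settings these P-values differed.
The paper's RT-qPCR ratio for Fhit is 0.446 and the ratio on the arrays was 0.758, and it differed also as a ratio of arithmetic means and with pseudocounts of 1 and 64. The other targets did not differ by this rule, although some lay outside the spread between mice, as given with the RT-qPCR results.
The paper finds 15 enriched regions and 9 were found here. The count did not differ on untransformed intensities (12), with a pseudocount of 64 (12), quantile normalization (12), trend and robust options (10), clusters above the median (11), array weights (15), windows of 25 genes (11), windows of 2.5 Mb (13) and 3 left-out arrays, and differed otherwise. The summary sheet of the paper's Table S3, which covers all chromosomes, has 31 windows at its threshold and 16 were found here. That count did not differ with a pseudocount of 64 (21), quantile normalization (23), array weights (28) and windows of 2.5 Mb (22), and differed otherwise.
The paper names Npsr1 as dysregulated by its unadjusted threshold; here its P-value was 0.00104 and its adjusted p 0.0924, and no setting run on it gave an adjusted p under 0.05. Fig. 5 draws Gtf2a1 as dysregulated at an adjusted threshold of 0.25. Here its adjusted p from limma was 0.289; on untransformed intensities it was 0.0908, and it was also under 0.25 with quantile normalization, with trend and robust options, above the median and in the added setting. Taf4b, H2bc14 and Terf1 were under 0.25 (0.0569, 0.105 and 0.156). The paper lists 3 regions on chromosome 8 and 2 were found here, and the next window there, from Hpgd to Galntl6 (corrected probability 0.00245), passed in none of the settings. The paper lists regions on chromosomes 4, 14, 15, 16 and X and a cluster in 13qD1, where no window passed here in the first setting. A region passed on chromosome 4 with array weights and without MSN replicate 2 or ICR replicate 3. On chromosome 15 a region that starts at Tafa5 passed on untransformed intensities, with quantile normalization, without ICR replicate 4 and in the added setting. Windows of 25 genes passed from Ttll8 to Rabl2, and windows of 2.5 Mb from Upk3a to Syt10. These window settings also passed other stretches there, from Sema5a to Ankrd46 and from Sdc2 to 4930447A16Rik. Without ICR replicate 3 only another stretch passed, from Mtdh to Rnf19a (4.87e-05). In the Arsb stretch of chromosome 13 a region passed on untransformed intensities, with a pseudocount of 64, with quantile normalization, above the median, with windows of 25 genes or 2.5 Mb, without MSN replicate 2, ICR replicate 2 or ICR replicate 4 and in the added setting. On chromosome 16 a region passed on untransformed intensities and in the added setting, on X with windows of 25 genes or 2.5 Mb, and on 14 in none of the settings.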

Other observations

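Of the tests given here, those chosen after the result was seen were the stretch next to Cp, the other splits for every count except that of calls at an adjusted p under 0.05, the shuffles, the regions without histone genes and the spread among called clusters.
Next to Cp on chromosome 3, several genes changed together. Of 5 clusters within 250 kb, a stretch chosen after its values were seen, 4 were called: 4632415L05Rik (log2 fold change -1.30) and Cp (-0.57) fell, Hltf, a helicase-like transcription factor, fell by 0.29 (adjusted p = 0.00493), and Hps3 rose by 0.46. Gyg, which primes glycogen synthesis, was at 0.11 (adjusted p = 0.385). The window with these genes did not pass the enrichment threshold (corrected probability 0.00934). With the replicate number as a block, which does not pair the mice, it passed (0.000151).
Among cell types and hippocampal fields, single genes passed. Emcn, a sialomucin of endothelium, rose by 0.34 (adjusted p = 0.0125), and the other 10 of 11 endothelium and pericyte markers did not pass. Bok, a BCL2 family gene of CA3 neurons, rose by 0.36 (adjusted p = 0.0305), and the other 8 of 9 markers of CA2 and CA3 did not pass. Mt1, a metallothionein induced by glucocorticoids, rose by 0.25 (adjusted p = 0.0238), and the other 11 of 12 glucocorticoid targets did not pass. Mrpl20, a protein of the mitochondrial ribosome, fell by 0.74 (adjusted p = 0.0195), and the other 76 of 77 mitochondrial ribosomal protein genes did not pass. Tac1 was the 1 of 8 striatum markers that fell. Adjusted over the list alone, the counts of these 5 lists were the same. Leaving out 1 array ended the calls of Bok for 7 of 12 arrays, Mt1 for 6 and Mrpl20 for 2, and 2 of 11 other settings ended those of Bok and of Mrpl20.
limma called 0 of 10 astrocyte markers, although adjusted over the list alone 1 was higher and 3 lower, with Gfap at -0.30 (adjusted p = 0.101), Aqp4 at -0.23 (adjusted p = 0.148), Slc1a2 at -0.11 (adjusted p = 0.196) and Aldh1l1 at 0.19 (adjusted p = 0.187). It called 0 of 29 histocompatibility genes, with 1 higher and 3 lower over the list alone, 0 of 11 microglia markers, with 1 higher over the list alone (Tyrobp, 0.20), and 0 of 10 cortex markers, with 1 lower over the list alone. At an unadjusted p under 0.05 these 4 lists held 4, 8, 3 and 1 genes. limma called 0 of 18 immediate early genes, 20 circadian clock genes, 6 CA1 markers, 11 meninges markers, 10 dentate gyrus markers, 76 oxidative phosphorylation genes, 2 blood markers and 12 interneuron markers, and at an unadjusted p under 0.05 these held 2, 2, 2, 2, 1, 4, 1 and 1. It called 0 of 10 thalamus markers and 0 of 4 male-specific genes, with 0 and 0 at an unadjusted p under 0.05. In these 10 lists 0 genes passed over the list alone.
For the strain difference itself, other splits of the 12 arrays into 6 and 6 were set against the real one. Among 100 splits, the real one included, 1 gave as many calls at an adjusted p under 0.05 (182, highest other 5), 1 as many clusters at a P-value of 0.01 or less (1065, highest other 780) and 1 as many at an adjusted p of 0.25 or less (1298, highest other 518), so that chance is excluded at this number of splits. Core histone calls (5 in the real split, as many in 1 of 100, highest other 0) follow from the number of calls and are no separate evidence. For gene lists past camera with the preset correlation chance was not excluded, since 55 splits gave as many (6, highest other 17), and with an estimated correlation 0 of 44 lists passed.
For the enriched regions, the large share of differing genes was weighed against linkage of neighbors. With that share as the probability per gene 0 of 9 regions remain, yet shuffling the P-values over the placed clusters gave as many as 9 regions in 0 of 1000 shuffles (highest 8, median 2). Of 100 splits 1 gave as many regions (9, highest other 2), but the other splits also have fewer clusters at a P-value of 0.01 or less, so this does not separate the 2 explanations. Without histone genes the lowest corrected probability near H4c4 was 0.00206, but 9 of that region's 14 genes at a P-value of 0.01 or less are histone genes, so that their removal could not tell whether paralogs share signal, and 8 regions remain without histone genes. Neighbors that change together may reflect stretches fixed in MSN during inbreeding, which genotypes could test and which was not analysed here.
ICR is outbred and MSN inbred, so ICR mice could vary more. Over all clusters the median log2 ratio of variances, ICR over MSN, was -0.00132, and it was 0.11 among clusters above the median mean. Over all clusters 100 of 100 splits gave a ratio as large in size (real 0.00132, highest other 0.555). Among called clusters the median ratio was 0.34 and 58.8% had the larger variance in ICR, and 87 of 10000 random lists of clusters of the same mean had a median as high (highest 0.47). Calls may be enriched for genes that segregate in ICR and are fixed in MSN, though large changes in mean could widen the spread as well, which was not tested.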
